# Cross-species analysis uncovers the mitochondrial stress response in the hippocampus as a shared mechanism in mouse early life stress and human depression

**DOI:** 10.1016/j.ynstr.2024.100643

**Published:** 2024-05-14

**Authors:** Bente M. Hofstra, Emmy E. Hoeksema, Martien JH. Kas, Dineke S. Verbeek

**Keywords:** Depression, Early life stress, Hippocampus, Mitochondrial stress response, RNA-Sequencing, Cross-species analysis, Transcriptome, Maternal separation

## Abstract

Depression, or major depressive disorder, poses a significant burden for both individuals and society, affecting approximately 10.8% of the general population. This psychiatric disorder leads to approximately 800,000 deaths per year. A combination of genetic and environmental factors such as early life stress (ELS) increase the risk for development of depression in humans, and a clear role for the hippocampus in the pathophysiology of depression has been shown. Nevertheless, the underlying mechanisms of depression remain poorly understood, resulting in a lack of effective treatments. To better understand the core mechanisms underlying the development of depression, we used a cross-species design to investigate shared hippocampal pathophysiological mechanisms in mouse ELS and human depression. Mice were subjected to ELS by a maternal separation paradigm, followed by RNA sequencing analysis of the adult hippocampal tissue. This identified persistent transcriptional changes linked to mitochondrial stress response pathways, with oxidative phosphorylation and protein folding emerging as the main mechanisms affected by maternal separation. Remarkably, there was a significant overlap between the pathways involved in mitochondrial stress response we observed and publicly available RNAseq data from hippocampal tissue of depressive patients. This cross-species conservation of changes in gene expression of mitochondria-related genes suggests that mitochondrial stress may play a pivotal role in the development of depression. Our findings highlight the potential significance of the hippocampal mitochondrial stress response as a core mechanism underlying the development of depression. Further experimental investigations are required to expand our understanding of these mechanisms.

## 1 Introduction

Depression, or major depressive disorder, places a major burden on both patients and society (World Health Organization, 2019). The psychiatric disorder affects 10.8% of the general population (Lim et al., 2018), leading to 800,000 deaths and up to 1 trillion US dollars in economic burden each year (World Health Organization, 2019). Depression has a major impact on quality of life and often leads to occupational dysfunction, as well as social isolation (Rapaport et al., 2005). Patients experience loss of energy, impaired cognitive function, and anhedonia. The development of depression is influenced by a combination of environmental and genetic factors. As of yet, however, the underlying mechanisms are poorly understood, and this is reflected in the lack of effective treatment options. A better understanding of the mechanisms of disease is urgently needed to improve treatment efficacy and relieve the personal and societal burden.

One of the reasons for our poor understanding of the mechanisms of disease is the inaccessibility of the affected tissue (brain) outside of end-stage disease. In addition, the heterogeneity of the patient population in terms of genetic background, environmental factors, and life experiences makes it extremely challenging to disentangle the causes of disease. The use of experimental animals is a solution to control for these factors, as control of genetic background, environment, and life experiences is achievable in animal models (Homberg et al., 2021). However, the existing paradigms lead to depressive-like symptoms and treatments that are often only efficient in these disease models. For example, substance P antagonists and neuropeptide receptor ligands showed great effectivity in animal studies but did not show the expected results in humans (Belzung, 2014; Herzog et al., 2018; Herpfer and Lieb, 2005; Griebel and Holsboer, 2012). Given these challenges inherent to human postmortem studies and animal models with depressive-like symptoms, we hypothesised that by using a cross-species design that focusses on risk factors and genetic pathways in specific brain regions, we may be able to identify conserved basic mechanisms underlying the development of depression.

One of the known environmental risk factors at play in depression in humans is early life stress (ELS) (LeMoult et al., 2020). ELS, also referred to as childhood trauma, childhood maltreatment, or early life adversity, refers to traumatic events early in life. In humans, this often entails childhood abuse, including emotional, physical, and sexual abuse; childhood neglect, both emotional and physical; and/or other traumatic events such as passing of a parent or guardian. These adverse events in early life have a major impact on the still-developing brain. ELS increases the chance of depression by 2.5, and 46% of depressive patients have a history of ELS (Nelson et al., 2017). Taken together, ELS has been demonstrated to be a clear risk factor for the development of depression (LeMoult et al., 2020; Merrick et al., 2017), and ELS (Hou et al., 2022)is therefore often used as an environmental stimulus to induce depressive-like behaviour in experimental animals (Nakama et al., 2023; Rupasinghe et al., 2022; Schmidt et al., 2011).

In humans, ELS resulted in smaller volumes of subcortical brain areas, including the hippocampus (Frodl et al., 2017), which also displayed aberrant functioning (Lambert et al., 2019). Reduced hippocampal volume is also a robust pathology/hallmark in patients with depression (Campbell et al., 2004; Schmaal et al., 2016; Ho et al., 2022). Importantly, this reduction in volume could already be seen in individuals who experienced ELS prior to their development of depression (Calem et al., 2017). This indicates that the hippocampal shrinkage is not merely a consequence of depression but rather a consequence of ELS. The relevance of the hippocampus in ELS has been illustrated by a combination of studies showing a decrease in hippocampal volume, changes in associative learning in humans, and impairments in synaptic pruning in rodents that resulted in abnormal connectivity (Lambert et al., 2017, 2019; Dayananda et al., 2023).

A possible explanation for the vulnerability of this specific brain region could be its active development during childhood (Khalaf-Nazzal and Francis, 2013; Brunson et al., 2003). Decrease in cognitive performance in depressive patients illustrates the decrease in hippocampal functioning (Bora et al., 2013; MacQueen and Memedovich, 2017). Furthermore, both depression and ELS are associated with aberrant reward processing (Herzberg and Gunnar, 2020; Keren et al., 2018). The hippocampus is thought to be an upstream regulator of this process, possibly by modulating the responsiveness of dopaminergic neurons (Lodge and Grace, 2006). Taken together, these studies illustrate that disruption of hippocampal development early in life has consequences for hippocampal functioning later in life.

In rodents, ELS can be induced through different paradigms such as chronic unpredictable stress, maternal separation (MS), limited bedding and nesting material (LBN), and maternal deprivation (Schmidt et al., 2011; Schuler et al., 2022). ELS via MS as well as LBN is known to induce hippocampal effects such as decreased performance in the Morris water maze and object recognition tasks (Rocha et al., 2021). What is more, a recent meta-analysis by Wang et al. indicated that mice do not typically develop severe depressive-like behaviours after ELS through MS (Wang et al., 2020a). The presence of hippocampal symptoms in absence of depressive-like symptoms further indicates that hippocampal changes might precede the development of depression-like behaviours, as well as underlining the brain-region-specific effects underlying the mechanisms of depression.

To our knowledge, two studies have previously investigated the mouse hippocampal transcriptome after MS (Alberry et al., 2020; Kiser et al., 2019). However, both used a separation period of post-natal day (PND) 1–14 that was previously shown not to result in increased vulnerability to developing depression later in life (Peña et al., 2017). In contrast, MS between PND 10–17 was shown to lead to increased vulnerability to depressive-like symptoms in adulthood (Peña et al., 2017).

Therefore, in the present study, we subjected male CL57 B/L mice to either MS + LBN or standard rearing (SR) between PND 10–17 and conducted RNA sequencing (RNAseq) analysis on hippocampal tissue to investigate putative long-term transcriptional effects of ELS (±10 weeks). We identified differentially expressed genes (DEGs) upon MS treatment, performed pathway enrichment, and predicted protein interactions through the STRING database. We then compared these data to data from a publicly available gene expression dataset originating from postmortem hippocampal tissue of depressive patients (Lanz et al., 2019). This identified shared cross-species genes and pathways that provide new insights into conserved mechanisms underlying the development of mouse ELS and human depression.

## 2 Methods

### 2.1 Animals

Male and female C57BL/6 mice were bred in-house. Mice were housed on a 12hr/12hr light/dark cycle. MS occurred from PND 10–17 (see section *Maternal separation*). After weaning at PND 21, animals were group-housed in groups of 3 with same-sex litter mates in standard polypropylene 2L cages in a temperature-controlled room (21 ± 2 °C) on a 12hr/12hr light/dark cycle. Food and water were available *ad libitum*. After weaning, all cages were outfitted with paper shreds as nesting material, a cardboard tube, and a triangular, red see-through hide. Animals were sacrificed at 10 weeks of age by decapitation. Hippocampi were dissected immediately after sacrifice and snap frozen and stored at −80 °C until further processing.

All procedures conformed to Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and approved by the national Central Authority for Scientific Procedures on Animals (CCD) and the Institutional Animal Care and Use Committee (IVD) of the University of Groningen.

### 2.2 Maternal separation

Generally, physical and emotional neglect is mimicked by separation of the intact nest from the dam for 1–8 hr per day for several consecutive days. Peña et al. stratified the timing of separation to be optimal between PND 10 and 17, and earlier MS does not seem to induce behavioural effects (Peña et al., 2017). One consequence of the MS paradigm is that dams often increase the level of maternal care upon the return of the litter (Millstein and Holmes, 2007; Orso et al., 2019). LBN can be used to counteract this behaviour because it results in fragmented maternal care (Orso et al., 2019).

Within 24 hr after birth, pups were sexed and balanced over dams so that each litter consisted of 3 males and 3 females. Nest health was monitored for weight, temperature, and visual signs of distress. The MS protocol was adapted from Peña et al. (2017). Whole nests were randomly assigned to either the MS or the control group. MS occurred for 4 hr daily from PND 10 to PND 17, and the nests were transferred to a new cage as a whole (Fig. 1A). Dams remained in the home cage and were placed on the opposite side of the room. Cages containing separated nests were placed on a heating pad for 1/3 of the cage to prevent hypothermia. In MS home cages, 2/3 of the nesting material was removed in order to counteract increased maternal care after return of the nests. Bedding of MS nests was restored upon return to the home cage on PND 17.

**Fig. 1:**
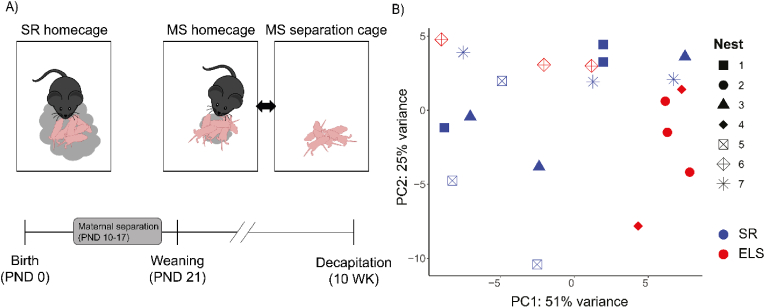
A) Timeline and visualization of the MS paradigm B) PCA analysis of batch effects between different nests. Nests are represented by symbols and rearing conditions are represented by color, red for ELS and blue for SR. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

### 2.3 RNA isolation and sequencing

RNA was extracted using Trizol following the manufacturers protocol (Ambion Inc, USA). Quality control and Poly-A sequencing was performed by GenomeScan (Leiden, the Netherlands) using Illumina NovaSeq6000 sequencing, with a read depth of 20 million 150bp paired-end reads per sample. All samples passed quality control with RQN values > 8.9 and 18s/28s values > 1.1.

### 2.4 Processing sequencing data

Reads were aligned using STAR (v2.7.3a-foss-2018b) with GRCm38.102 as reference genome. Alignment scores exceeded 93% for all samples. Aligned reads were further processed using the FeatureCounts package in RStudio (v1.3.1093). 

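Among the 21 libraries, an MS library, called A2 here, lay apart from the rest. In a PCA of the variance-stabilised counts of the 500 most variable genes over all 21 libraries, A2 had a score of 27.1 on the first component, and the other 20 libraries lay between -12.2 and 11.9. A2 had 0.693 CPM (counts of a gene relative to the normalized total of its library) of Dsp, a gene of dentate gyrus granule cells that was chosen after its values were seen, where the other libraries had 54.0 to 138. It had 418 CPM of Penk, a gene abundant in the striatum, where the others had 13.8 to 135.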

Outlier detection in the form of principal component analysis (PCA) revealed one clear outlier in the data. The outlier was confirmed through hierarchical clustering analysis and removed before any further analysis. Next, DEGs were determined using DESeq2, and the BioMart package was used to annotate gene symbols. The IHW (independent hypothesis weighting) package was used to adjust p values for multiple testing.

### 2.5 Pathway analysis

Pathway analysis was conducted in Metascape using default parameters of the express analysis (Zhou et al., 2019). The software includes annotations from the KEGG (Kanehisa and Goto, 2000), GO (Ashburner et al., 2000) and Reactome (Jassal et al., 2020) databases.

### 2.6 STRING analysis

DEGs were uploaded into Cytoscape (Shannon et al., 2003) (v3.10.0). The protein-protein interaction (PPI) network was constructed through stringApp (Doncheva et al., 2019) (v2.0.1) using the *Mus Musculus* background set and standard parameters. The enrichment function within stringApp was employed to identify biological pathways. The overlap cutoff was set to 0.7, and pathways including >1000 genes were manually removed.

## 3 Results

### 3.1 MS results in persistent hippocampal transcriptional changes

To assess long-term transcriptional changes in mouse hippocampus as a result of MS, we induced ELS by MS in male mice following the protocol described in the Materials and Methods section (Fig. 1A). After 10 weeks, the hippocampi of the respective mice were isolated followed by bulk RNAseq on the hippocampal RNA samples of the MS group (n = 9) and the control SR group (n = 12).

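Poly-A RNA from the hippocampus was sequenced with 1 library per mouse, 9 from MS mice and 12 from SR mice. In MS, whole nests were kept apart from the dam for 4 hr daily from postnatal day 10 to day 17. Most of the nesting material was also removed from their home cages, so MS here stands for both. Hippocampi were taken at 10 weeks of age. The authors aligned the reads to GRCm38 with STAR and counted them on Ensembl genes with FeatureCounts, and deposited these counts without normalization or a filter on low counts. The paper's text does not state whether the counting used the strand of the reads. The total count per library lay between 17276810 and 30449055 in MS (median 21455530) and between 18368519 and 26450808 in SR (median 23210558). The paper states a depth of 20 M reads per sample, and the values given here rest on the total counts. No libraries held identical values, and the closest pair within a condition differed by 3.38 times the sampling noise (chi-square per degree of freedom). The paper removed 1 outlier and does not name it. A DESeq2 fit without MS mouse A2 gave log2 fold changes with a median difference of 3.04e-06 from those in the paper's Supplementary Table 1, and the next closest fit, without C2, one of 0.0151. That table lists 125 genes, and for the genes with adjusted p under 0.05 the paper's text gives 126 in its DEG analysis and 125 in its comparison with the human study. A2 was therefore left out, and values are over 8 MS and 12 SR mice unless all 21 are named. Without A2, the MS totals reached at most 24052716, with a median of 20851843.5. Mice are named by a letter for each set of 3 consecutive animal numbers (A to C in MS, D to G in SR), since the labels name no nest. Each of the 7 nests in Fig. 1B matched a different set of its own condition by the positions of its mice in the PCA. Counts were normalized by edgeR's TMM method, and MS was compared with SR by its quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. On counts simulated from these libraries with 200 genes changed, this test called 79% of the changed genes and 60% of those changed 1.3-fold, and 6 unchanged genes. The 200 genes included changes up to 4-fold, which ease the adjustment for smaller ones. Each gene was drawn independently and with no differences between nests, so these shares may not hold for the real counts. The choice of libraries, the filter on low counts, the normalization and the test could each change the numbers.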

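The deposited table lists 55487 genes, of which 39394 had a count in at least 1 of the 21 libraries. The GENCODE M21 annotation of GRCm38, used here for symbols, positions and biotypes, has an entry for 55227 of the listed genes and none for 260. edgeR's filterByExpr kept 18146 genes for the comparison of MS with SR. The spread between mice of a group, given as edgeR's biological coefficient of variation, was 13.4%.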

First, the RNAseq data was filtered for existing mouse transcripts, which yielded 55,487 genes as annotated in Ensembl. Second, PCA confirmed the absence of nest effects and did not show a clear clustering of the two groups of mice (Fig. 1B). 

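In a PCA of DESeq2's variance-stabilised counts over the 20 mice, the first component held 52.7% of the variance of the 500 genes used and the second 24.1%. Differences between MS and SR made up 9.76% of the sum of squares on these components (permutation of the labels over mice, 100000 draws, one-sided p = 0.156). Of the 35 ways to divide the 7 sets of animal numbers into 3 and 4, 11 gave as large a share, the real one included. Within conditions, 40.1% of the sum of squares lay between the sets, which was not beyond what mice reassigned between sets of their own condition gave (permutation test, one-sided p = 0.134). Over all 21 libraries, the alternative that moved both shares most, they were 6.41% (permutation p = 0.292) and 34.0% (permutation p = 0.153). Ttr, a transcript of the choroid plexus, had a weight of -0.35 on the first component and ranged from 10.4 to 4105 CPM across the 20 mice. This gene was chosen after its values were seen.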

Third, to identify DEGs at the transcript level, the data for the two groups was further analysed using DESeq2. This identified 126 unique DEGs based on a corrected p value < 0.05, including 83 up-regulated DEGs and 43 downregulated DEGs (Fig. 2A, Supplementary Table 1). 

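With an adjusted p under 0.05 from edgeR's quasi-likelihood test, 2 genes were called, both higher in MS. Lower in MS, 0 genes were called, with 893 at an unadjusted p under 0.05. Gng5 (ENSMUSG00000068523, protein-coding, chromosome 3 of GRCm38, 146499807 to 146505572) had 9.62 ± 1.51 CPM (SD, n = 8) in MS and 6.75 ± 0.570 (SD, n = 12) in SR. Its log2 fold change was 0.51 (standard error 0.0801, edgeR adjusted p = 0.0214). Spef1 (ENSMUSG00000027329, protein-coding, chromosome 2, 131170261 to 131187282) had 13.3 ± 1.04 CPM (SD, n = 8) in MS and 10.6 ± 0.705 (SD, n = 12) in SR. Its log2 fold change was 0.33 (standard error 0.0544, edgeR adjusted p = 0.0214). Spef1 overlaps Cenpb on the same strand over 4886 bases, and Cenpb had a log2 fold change of 0.04. Without MS mouse A1, A3, B1 or B2, or SR mouse D2, E3 or F1, edgeR called 0 genes, with 1661 to 2069 at an unadjusted p under 0.05. Without MS mouse C2 it called 109 genes, and without C3 also 109. The count moved most without the whole of set C, to 340 genes. Nests were assigned to MS or SR as wholes, and with counts summed within each set 0 genes were called, neither Gng5 nor Spef1. In that fit 1753 genes had an unadjusted p under 0.05. Over all 21 libraries 1 gene was called, Gng5. With DESeq2's Wald test, the same comparison called 119 genes, 76 higher and 43 lower in MS, and 111 of these are in Supplementary Table 1. In the paper's table, 82 genes are higher and 43 lower in MS.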

Fourth, a 1.3-fold-change (FC) cutoff was applied to identify DEGs of biological significance (Peña et al., 2017; Rowson et al., 2019), with 18 transcripts reaching this threshold (Table 1). 

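Past both an adjusted p of 0.05 and the 1.3-fold threshold, edgeR called 1 gene, Gng5, and DESeq2 21. At any p, 823 genes were past 1.3-fold. The 18 genes of Table 1 were all past 1.3-fold in the edgeR fit, 15 higher and 3 lower in MS, and 17 of them were called by DESeq2. Over all genes tested, the edgeR adjusted p of the 17 genes other than Gng5 lay between 0.107 and 0.191. Adjusted over the list alone, 18 were called, which is not independent evidence, since the study chose the list on these mice. Among the 18 genes of Table 1, the largest rise was that of H4c9 (ENSMUSG00000060639, a histone gene on chromosome 13, 22040636 to 22041362). It had 2.06 ± 0.656 CPM (SD, n = 8) in MS and 1.16 ± 0.261 (SD, n = 12) in SR. Its log2 fold change was 0.82 (standard error 0.177). The largest fall among the 18 was that of Pla2g4e (ENSMUSG00000050211, chromosome 2, 120166412 to 120245335). It had 4.82 ± 0.860 CPM (SD, n = 8) against 6.68 ± 1.28 (SD, n = 12) and a log2 fold change of -0.47 (standard error 0.122). Of the 18 genes, 3 are annotated as processed pseudogenes. Rpl35a-ps3 and Gm10243, each of 333 bases, are identical in sequence to each other and 99.7% identical to the coding gene Rpl35a. Their mean CPM were close, at 3.64 and 3.75 in MS and 2.27 and 2.35 in SR. Reads could have been shared between these genes, so the rises of these pseudogenes may not be separate measurements. Gm10060, of 111 bases, is 99.1% identical to Gm21769. Without MS mouse C2, 21 genes were past both thresholds, and without C3 also 21.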

Further analysis by hierarchical clustering of the biologically relevant DEGs could separate most MS mice from SR mice, and vice versa (Fig. 2B).

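The 18 genes of Table 1 were clustered over the 20 mice as z-scores of log2 CPM, with Euclidean distance and complete linkage, and the tree was divided into 2 clusters. The clusters held 19 of the 20 mice with others of their condition, 7 of 8 MS mice and 12 of 12 SR mice. MS mouse C2 lay in the SR cluster. Random lists of 18 genes matched on mean expression placed 9 to 16 mice with their condition, with a median of 13, and 0 of 100 lists placed as many as 19. The alternative that moved the number most was 1 minus Pearson correlation as the distance, with 17 of 20 mice (8 MS and 9 SR mice). Over all 21 libraries, 19 mice were placed with their condition, and A2 and C2 lay in the SR cluster. The 18 genes had been selected on the same mice.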

**Fig. 2:**
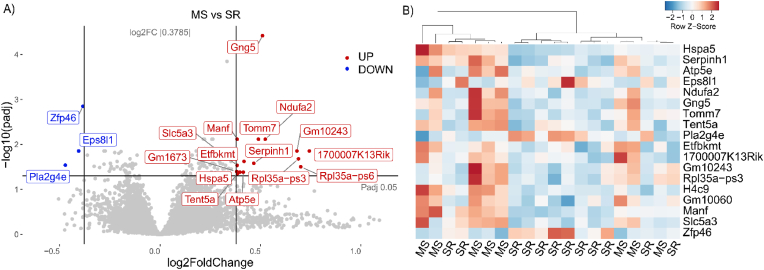
A) Volcano plot of DEGs. Each gene is represented by a dot. Statistical significance is illustrated by the horizontal line, biological relevance is illustrated by the vertical lines. Genes that fulfill both these parameters are represented by blue (downregulated) and red (upregulated) coloring. B) Heatmap of biologically- and significantly relevant DEGs. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

**Table 1:** DEGs of biological relevance.

Mouse gene symbol	Description	Log2 fold change	P value adjusted	Human gene ID	Human gene symbol
*Gng5*	guanine nucleotide binding protein (G protein), gamma 5 [Source:MGI Symbol; Acc:MGI:109164]	0.510	9.13E-05	ENSG00000174021	*GNG5*
*Zfp46*	zinc finger protein 46 [Source:MGI Symbol; Acc:MGI:99192]	−0.385	1.24E-03	ENSG00000125945	*ZNF436*
*Manf*	mesencephalic astrocyte-derived neurotrophic factor [Source:MGI Symbol; Acc:MGI:1922090]	0.384	9.61E-03	ENSG00000145050	*MANF*
*Ndufa2*	NADH:ubiquinone oxidoreductase subunit A2 [Source:MGI Symbol; Acc:MGI:1343103]	0.523	1.06E-02	ENSG00000131495	*NDUFA2*
*Tomm7*	translocase of outer mitochondrial membrane 7 [Source:MGI Symbol; Acc:MGI:1913419]	0.489	1.55E-02	ENSG00000196683	*TOMM7*
*Eps8l1*	EPS8-like 1 [Source:MGI Symbol; Acc:MGI:1914675]	−0.405	1.82E-02	ENSG00000131037	*EPS8L1*
*1700007K13Rik*	RIKEN cDNA 1700007K13 gene [Source:MGI Symbol; Acc:MGI:1916577]	0.743	2.08E-02	ENSG00000160345	*PIERCE1*
*Serpinh1*	serine (or cysteine) peptidase inhibitor, clade H, member 1 [Source:MGI Symbol; Acc:MGI:88283]	0.466	2.42E-02	ENSG00000149257	*SERPINH1*
*Slc5a3*	solute carrier family 5 (inositol transporters), member 3 [Source:MGI Symbol; Acc:MGI:1858226]	0.384	2.56E-02	ENSG00000198743	*SLC5A3*
*Rpl35a-ps3*	ribosomal protein L35A, pseudogene 3 [Source:MGI Symbol; Acc:MGI:3704473]	0.689	2.66E-02		
*Hspa5*	heat shock protein 5 [Source:MGI Symbol; Acc:MGI:95835]	0.397	2.90E-02	ENSG00000044574	*HSPA5*
*H4c9*	H4 clustered histone 9 [Source:MGI Symbol; Acc:MGI:2448432]	0.822	3.29E-02		
*Gm10060*	predicted gene 10060 [Source:MGI Symbol; Acc:MGI:3710638]	0.743	3.38E-02		
*Etfbkmt*	electron transfer flavoprotein beta subunit lysine methyltransferase [Source:MGI Symbol; Acc:MGI:2443575]	0.418	3.39E-02	ENSG00000139160	*ETFBKMT*
*Atp5e*	ATP synthase, H+ transporting, mitochondrial F1 complex, epsilon subunit [Source:MGI Symbol; Acc:MGI:1855697]	0.414	3.62E-02	ENSG00000124172	*ATP5F1E*
*Gm10243*	predicted gene 10243 [Source:MGI Symbol; Acc:MGI:3704266]	0.681	4.39E-02		
*Pla2g4e*	phospholipase A2, group IVE [Source:MGI Symbol; Acc:MGI:1919144]	−0.472	4.39E-02	ENSG00000188089	*PLA2G4E*
*Tent5a*	terminal nucleotidyltransferase 5A [Source:MGI Symbol; Acc:MGI:2670964]	0.385	4.75E-02	ENSG00000112773	*TENT5A*

### 3.2 Enrichment analysis reveals oxidative phosphorylation and protein folding as core mechanisms affected by MS

To identify the pathways underlying the long-term transcriptional effects of MS, we performed an enrichment analysis for all significant DEGs. 

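Gene families fixed by symbol were tested as wholes with camera at a preset correlation between genes of 0.01. The 82 nuclear-encoded subunits of the oxidative phosphorylation (OXPHOS) complexes had a median log2 fold change of 0.15, and 79 were higher in MS (camera FDR 3.24e-29). The 80 cytosolic ribosomal proteins, which make up most of the SRP-dependent targeting pathway, also had a median of 0.15, and all 80 were higher (camera FDR 1.31e-32). A list of 22 unfolded protein response genes had a median of 0.20, with 21 higher (camera FDR 1.71e-16). All 3 calls held under fry, with an FDR of 0.0140 for OXPHOS, 0.0146 for the ribosomal proteins and 0.0129 for the unfolded protein response. They also held with the correlation between genes estimated from the data (FDR 0.0402 for each). With counts summed within each set of animal numbers, the fry FDR was 0.0171 for OXPHOS and 0.0167 for the ribosomal proteins. For the unfolded protein response it was 0.0576, so that call did not hold there. Of these families, 10, 9 and 6 genes are in Supplementary Table 1, chosen on the same mice. The 2 genes called by edgeR included 0 members of these families, with 51, 48 and 15 members at an unadjusted p under 0.05. Among the 119 genes called by DESeq2 were 8 OXPHOS subunits (one-sided Fisher's exact test against the 15351 genes with a DESeq2 adjusted p, adjusted p = 7.49e-07), 7 ribosomal proteins (adjusted p = 3.15e-06) and 5 unfolded protein response genes (adjusted p = 9.48e-07). The alternative that moved the OXPHOS and ribosomal medians most was the transcript length trend of each library (the correlation of its log2 CPM with transcript length) as a term in the model, chosen after seeing the data, with medians of 0.07 and 0.06. Over all 21 libraries the OXPHOS median was 0.14, with an FDR of 0.0543 under the estimated correlation. Without MS mouse C3, edgeR called 22 OXPHOS subunits and 19 ribosomal proteins, and without C2 it called 6 and 2.

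**Figure D1:**
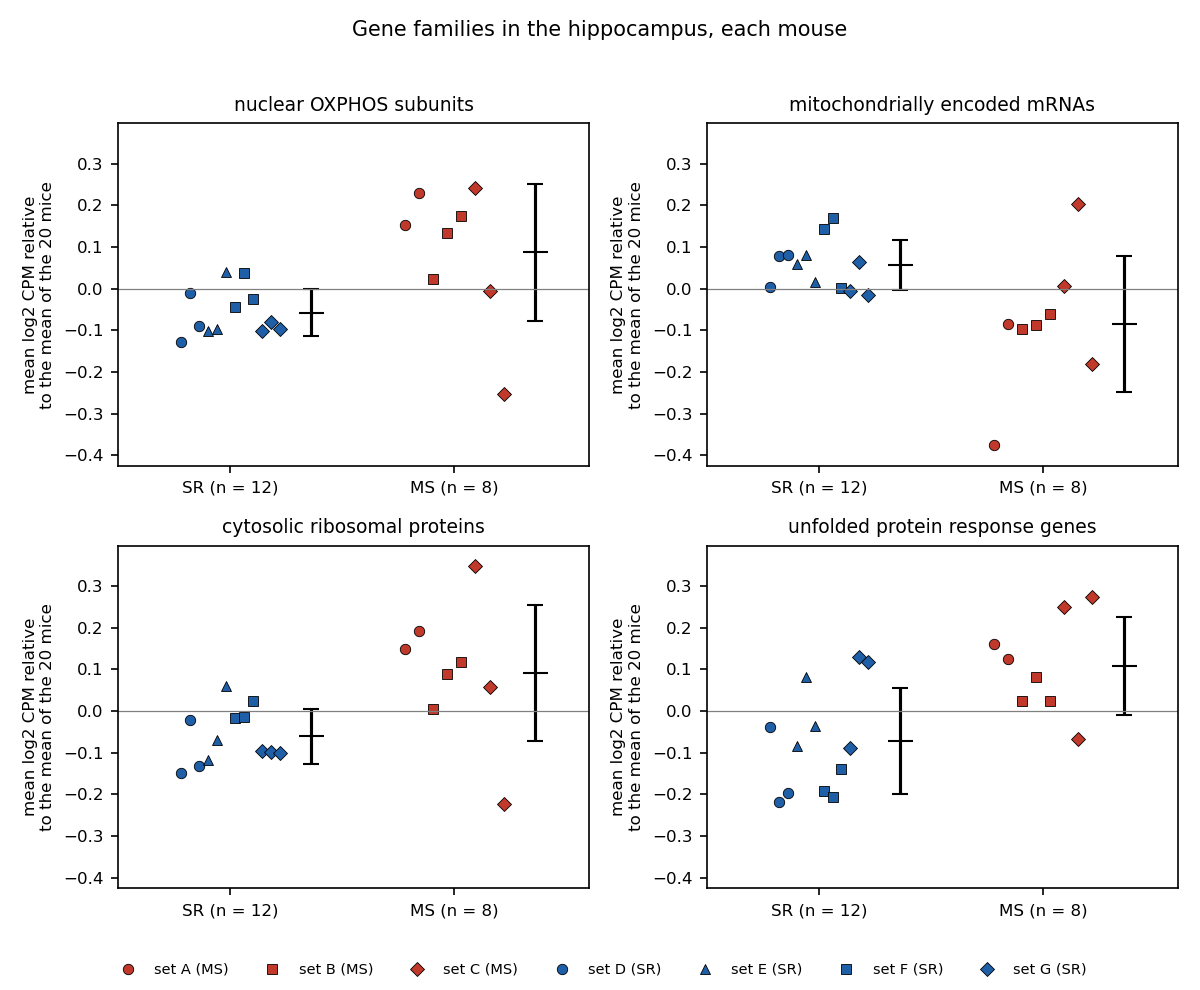
Score of each gene family in each mouse, as the mean log2 CPM of its genes relative to the mean over the 20 mice. Points are mice (12 SR, 8 MS) and black lines the mean ± SD; for the OXPHOS subunits, SR mice lie between -0.13 and 0.04 and MS mice between -0.25 and 0.24.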

Transcripts differentially expressed in the MS group were mainly involved in *oxidative phosphorylation* (p value = 1.82x10^−10^), *SRP-dependent cotranslational protein targeting to membrane* (p value = 1.00x10^−6^), and *protein folding* (p value = 6.76x10^−04^) (Table 2, Supplementary Tables 1 and 2). 

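Of Gng5, Ndufa2, Tomm7, Slc5a3, Hspa5 and Atp5e, 2 genes (Ndufa2 and Atp5e) belong to the OXPHOS subunits by symbol. Ndufa2 (ENSMUSG00000014294, chromosome 18, 36742332 to 36744557) had 18.0 ± 4.36 CPM (SD, n = 8) in MS and 12.5 ± 1.52 (SD, n = 12) in SR, a log2 fold change of 0.52 (standard error 0.111, edgeR adjusted p = 0.111). For Atp5e (ENSMUSG00000016252, chromosome 2, 174461072 to 174464105) the CPM were 26.2 ± 6.41 and 19.7 ± 1.95, with a log2 fold change of 0.42 (standard error 0.116, edgeR adjusted p = 0.181). Tomm7, a subunit of the mitochondrial import pore (ENSMUSG00000028998, chromosome 5, 23838944 to 23844161), had 9.44 ± 2.05 and 6.75 ± 0.769 CPM and a log2 fold change of 0.49 (standard error 0.104). The chaperone gene Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) had 345 ± 69.0 and 262 ± 48.8 CPM, with a log2 fold change of 0.40 (standard error 0.115, edgeR adjusted p = 0.191). Slc5a3 (ENSMUSG00000089774, chromosome 16, 92058322 to 92087473) lies within Mrps6 on the same strand over 29152 bases, so that reads of the genes could be mixed. Its log2 fold change was 0.38 (standard error 0.101, edgeR adjusted p = 0.159), and that of Mrps6 was 0.31. The edgeR adjusted p of each of these 5 genes was above 0.05.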

One third of the DEGs with 1.3-FC were involved in oxidative phosphorylation and included *gng5*, *ndufa2*, *tomm7*, *slc5a3*, *hspa5*, and *atp5e*. These genes seem to drive the enrichment of this pathway as they make up 43% of the MS DEGs in this pathway. 

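In the paper's Supplementary Table 2, the oxidative phosphorylation term lists 14 DEGs, of which 2, Atp5e and Ndufa2, are in Table 1 (14.3%). The group of terms summarised under that name lists 36 DEGs, and these include all 6 named genes. Adjusted over the list alone, 41 of the 82 nuclear OXPHOS subunits had an edgeR adjusted p under 0.05. The log2 fold changes of the 82 subunits ran from -0.23 to 0.63.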

Genes with a biologically relevant FC made up 40% of the MS group genes involved in response to unfolded protein. These observations substantiate the biological relevance of these pathways, and such marked enrichment was not seen for other pathways.

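The paper's Supplementary Table 2 lists 5 DEGs for the response to unfolded protein, of which 2 (Hspa5 and Manf) are in Table 1, or 40%. Manf (ENSMUSG00000032575, chromosome 9, 106838312 to 106891979) encodes a protein that is induced by stress of the endoplasmic reticulum. It had 44.3 ± 6.19 CPM (SD, n = 8) in MS and 33.9 ± 4.51 (SD, n = 12) in SR, a log2 fold change of 0.38 (standard error 0.0810, edgeR adjusted p = 0.111). Its annotated span overlaps Rbm15b on the same strand over 6511 bases, and Rbm15b had a log2 fold change of 0.07. Of the 22 unfolded protein response genes, 15 had an edgeR adjusted p under 0.05 when adjusted over the list alone, and 6 of the 22 are in Supplementary Table 1.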

**Table 2:** Pathway enrichment analysis of all significant DEGs.

GO	Category	Description	Count	%	P value adjusted
mmu00190	KEGG Pathway	Oxidative phosphorylation	14	12.84	1.82E-10
R-MMU-1799339	Reactome Gene Sets	SRP-dependent cotranslational protein targeting to membrane	9	8.26	1.00E-06
GO:0006457	GO Biological Processes	Protein folding	8	7.34	6.76E-04
mmu04932	KEGG Pathway	Non-alcoholic fatty liver disease	7	6.42	4.07E-03
GO:0035176	GO Biological Processes	Social behavior	5	4.59	4.68E-03
GO:0006986	GO Biological Processes	Response to unfolded protein	5	4.59	2.88E-02

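The complexes of the electron transport chain also contain proteins encoded by 13 mitochondrially encoded mRNAs. These had a median log2 fold change of -0.15, and 12 of the 13 were lower in MS (camera FDR 1.31e-09). The call held under fry (FDR 0.0146) and with an estimated correlation between genes (FDR 0.0430). Over all 21 libraries the median was -0.09, and the call did not hold under fry (FDR 0.153) or the estimated correlation (FDR 0.224). With counts summed within each set of animal numbers the call did not hold either (FDR 0.0807 and 0.0816). mt-Nd6 (mitochondrial genome, 13552 to 14070) had a log2 fold change of -0.28 (standard error 0.0703), mt-Nd5 (11742 to 13565) one of -0.23 (standard error 0.0622) and mt-Nd4 (10167 to 11544) one of -0.20 (standard error 0.0543). Their edgeR adjusted p were 0.134, 0.161 and 0.166. These 3 of the 13 mRNAs are in Supplementary Table 1, chosen on the same mice. The pseudogene Gm28439 is identical in sequence to mt-Nd4 over 876 bases. MS mouse C2 had 5774 CPM of mt-Nd4 and the other 7 MS mice 3699 to 4671. Adjusted over the list alone, 6 of the 13 mRNAs and 39 of the 80 cytosolic ribosomal proteins had an edgeR adjusted p under 0.05.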

Notably, the PPI network generated with STRING (Doncheva et al., 2019) based on the proteins translated from the DEGs revealed the enrichment of functionally similar biological pathways, including *the electron transport chain*, *SRP-dependent cotranslational protein targeting to membrane*, and *protein processing in the endoplasmic reticulum*, to be implicated in the long-term effects of MS (Fig. 3).

**Fig. 3:**
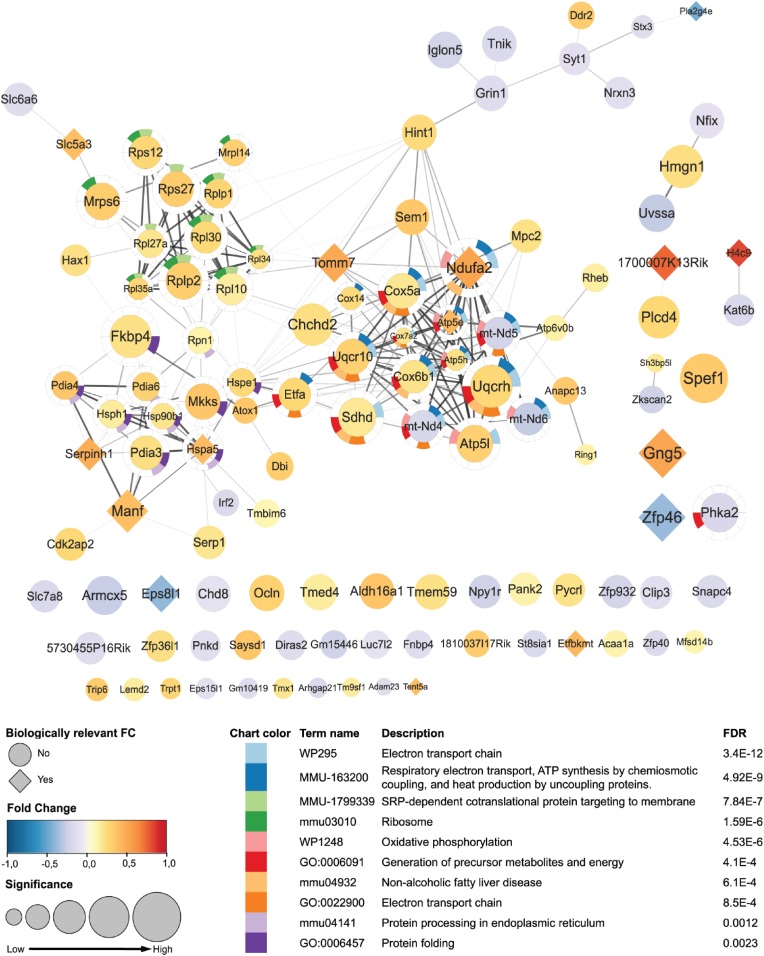
Protein-protein interaction network and STRING analysis of all DEGs. Shapes represent biological relevance, fold change is represented by a blue (down regulated) to red (upregulated) color gradient. Node size increases with increased significance. Genes that are part of one or more enriched pathways are surrounded by a halo, in which each color corresponds to a pathway as presented in the table. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

### 3.3 Mitochondrial stress pathways show cross-species conservation in depression

For the human part of our cross-species analysis, we made use of a publicly available transcriptome dataset for depression from postmortem human hippocampal tissue (Lanz et al., 2019). This work includes postmortem samples from the prefrontal cortex, striatum, and hippocampus among matched tetrads of controls, with subjects diagnosed with schizophrenia, bipolar, or major depressive disorder and control subjects. Only data pertaining hippocampal tissue from depressive patients was extracted from this dataset. Data related to other disorders and brain regions was disregarded. The hippocampal-depression subset comprised of 295 significant DEGs between depressive subjects and healthy controls.

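All 125 genes of Supplementary Table 1 were among the genes tested, and 6 of them are annotated as pseudogenes. In the edgeR fit, 125 of 125 had the sign given in the table. edgeR called 2 of the 125 over all genes tested, and 125 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these mice. Over all genes tested, their median adjusted p was 0.134 and the largest 0.193. Of the 125 genes with the smallest p in the edgeR fit, 108 are in the table. The median log2 fold change of the table's genes, signed by the table, was 0.22.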

To compare the mouse MS DEGs with the human depression dataset, we converted the 125 significant mouse DEGs into human transcripts, which identified 111 unique transcripts (Supplementary Table 1). 

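All 6 genes named in the paper's overlap with the human study, GNG5, TRIP6, ATP5MG (Atp5l in the mouse annotation used here), COX5A, COX6B1 and UQCRH, were higher in MS mice. edgeR called 1 of the 6 over all genes tested (Gng5), and 6 when adjusted over the list alone, which is not independent evidence, since the list was chosen on these mice. DESeq2 called 6. Without MS mouse C2 edgeR called 5, without C3 also 5, and without set C 6. It called 0 of them without A1, A3, B1, B2, D2, E3 or F1, and 0 without set A, B, D, E, F or G. Uqcrh (ENSMUSG00000063882, chromosome 4, 116066965 to 116075071) had 51.1 ± 5.37 CPM (SD, n = 8) in MS and 42.7 ± 2.52 (SD, n = 12) in SR, a log2 fold change of 0.26 (standard error 0.0519). For Atp5l (ENSMUSG00000038717, chromosome 9, 44912557 to 44920742) the CPM were 51.4 ± 6.12 and 41.8 ± 4.23, with a log2 fold change of 0.30 (standard error 0.0663). Trip6 (ENSMUSG00000023348, chromosome 5, 137309654 to 137314404) had 12.3 ± 1.67 and 9.87 ± 1.10 CPM and a log2 fold change of 0.31 (standard error 0.0775, edgeR adjusted p = 0.134). The subunits of cytochrome c oxidase changed less, by a log2 fold change of 0.19 (standard error 0.0417) for Cox5a (ENSMUSG00000000088, chromosome 9, 57521274 to 57532426) and 0.21 (standard error 0.0485) for Cox6b1 (ENSMUSG00000036751, chromosome 7, 30616861 to 30626151). MS mouse C3 had 47.1 CPM of Cox6b1 and the other 7 MS mice 58.3 to 64.6.

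**Figure D2:**
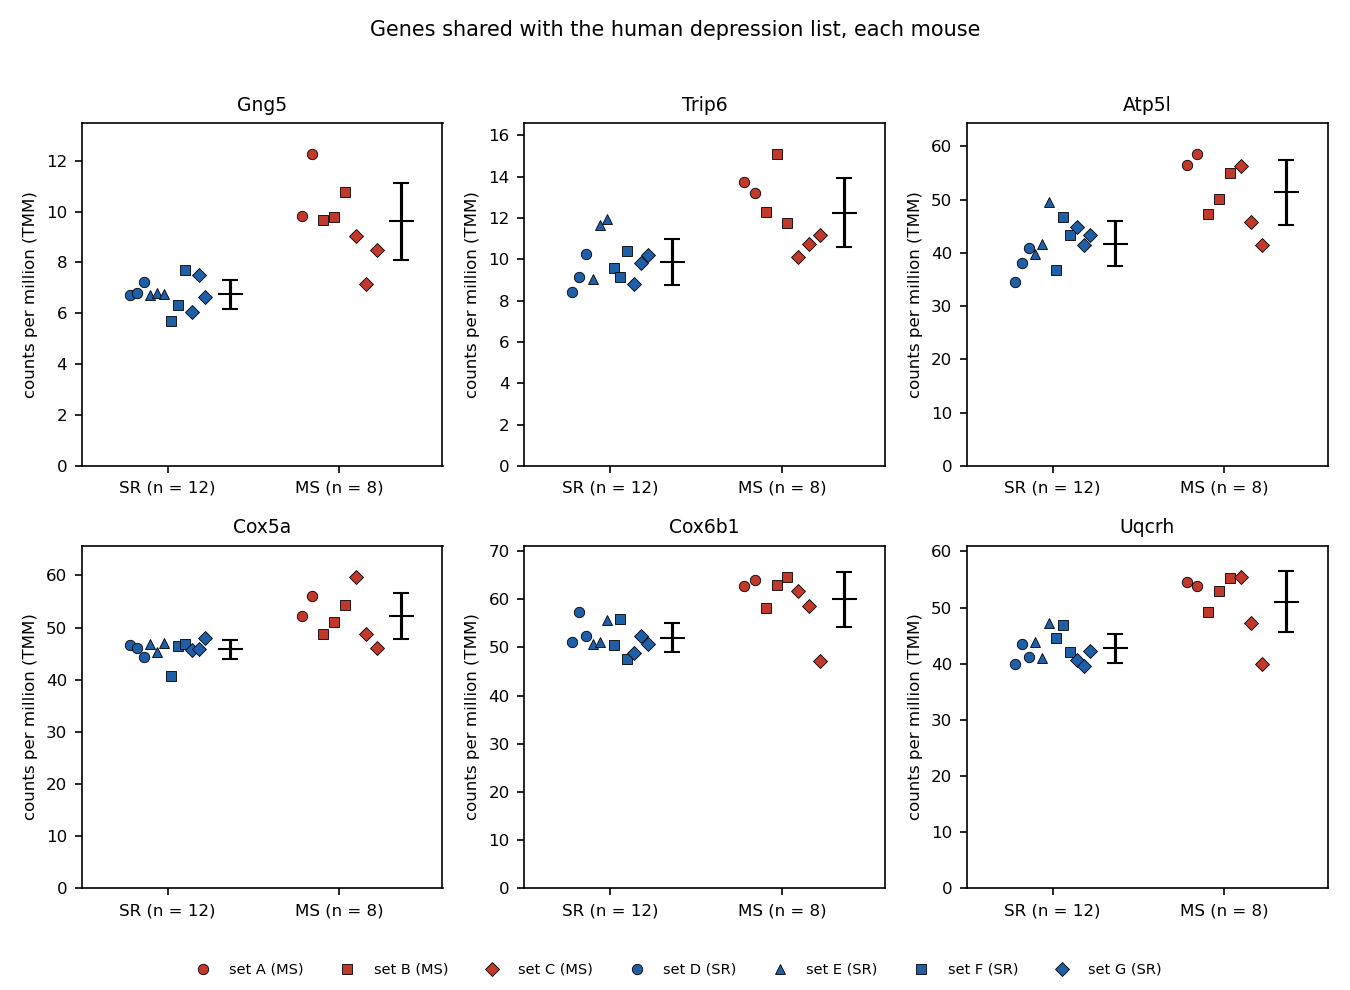
CPM of the 6 genes in each mouse, with a panel and a y axis for each gene. Points are mice (12 SR, 8 MS) and black lines the mean ± SD; Gng5 lies between 5.69 and 7.71 CPM in SR mice and between 7.16 and 12.2 in MS mice.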

When comparing these 111 human DEGs (MS) with the 295 human DEGs (depression), we identified six shared DEGs with opposite FC directionality between the two datasets: *GNG5, TRIP6, ATP5MG, COX5A, COX6B1,* and *UQCRH.* Of these six genes, *GNG5, ATP5MG, COX5A, COX6B1,* and *UQCRH* are involved in *the citric acid (TCA) cycle* and *respiratory electron transport,* among others (Supplementary Table 3).

Upon comparing the enriched biological pathways between the depression dataset and the 111 human orthologs stemming from the MS DEGs, we identified six overlapping core pathways involved in cellular stress and mitochondrial stress responses (Fig. 4). This analysis shows that the core mechanisms underlying the development of depression and ELS are likely involved in the mitochondrial stress response.

**Fig. 4:**
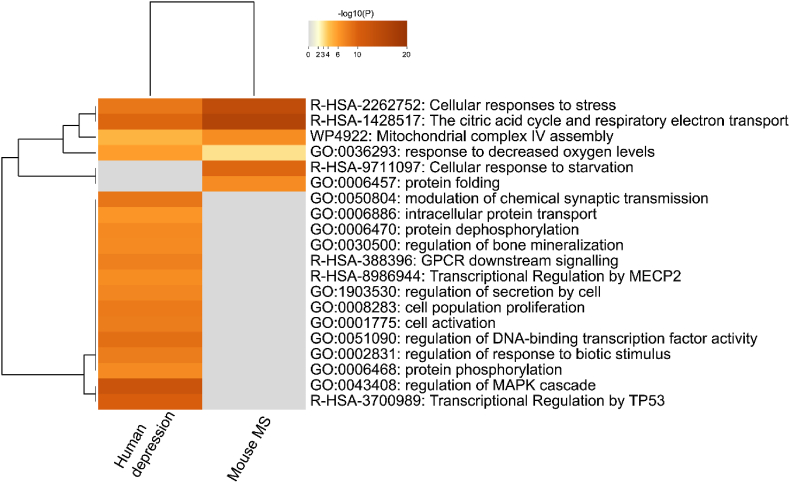
Heatmap of the 20 most significantly enriched pathways for human depression and mouse MS. Significance is represented by a color gradient. (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.)

## 4 Discussion

In this study we applied a cross-species design using hippocampal mouse ELS and human depression transcriptome data to determine core mechanisms underlying the development of depression. This work has shown that ELS by MS causes long-term transcriptional changes in the mouse hippocampus. 

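Across all genes tested by edgeR, 2095 had an unadjusted p under 0.05, where 907 would be expected if none changed. Of these, 1202 were higher and 893 lower in MS. Other groupings of the same mice can also give as many as 2095. This was so in 4 of 100 random splits of the mice and 3 of 35 splits of the 7 sets, the real one included in each. The median log2 fold change over all genes tested was 8.41e-04. From the DEGs between MS and SR mice sampled in adulthood, and from the pathways in which they were enriched, the paper concludes that separation early in life leaves transcriptional changes in the hippocampus, and proposes mitochondrial stress responses as a mechanism shared with depression in humans.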

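Each mouse was given a score for each gene family, the mean log2 CPM of its genes relative to the mean of the 20 mice. The score of the unfolded protein response genes was 0.11 ± 0.117 (SD, n = 8) in MS and -0.07 ± 0.127 (SD, n = 12) in SR (exact permutation test, two-sided p = 0.00586), and 8 of 8 MS mice lay above the SR mean. That of the nuclear OXPHOS subunits was 0.09 ± 0.164 and -0.06 ± 0.0566 (exact permutation test, p = 0.0111), with 7 of 8 MS mice above the SR mean. For the cytosolic ribosomal proteins the scores were 0.09 ± 0.163 and -0.06 ± 0.0661 (exact permutation test, p = 0.00784), with 7 of 8 above. For the mitochondrially encoded mRNAs they were -0.08 ± 0.163 and 0.06 ± 0.0592 (exact permutation test, p = 0.00788), with 1 of 8 above. With Benjamini-Hochberg adjustment over the 20 scores tested, the exact permutation p of these families became 0.0526 for 3 of them and 0.0558 for the OXPHOS subunits. Nests were assigned to MS or SR as wholes, and with the 7 sets as the unit, 3 of the 35 splits of the sets gave as large a difference for the unfolded protein response genes, so that this difference was not past 0.05 at the level of the sets. For each of the other 3 families 1 of the 35 splits did, the real one. A score of 8 genes that respond to glucocorticoids differed by 0.08 between the groups (exact permutation test, p = 0.257).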

Further, pathway analysis revealed that the mitochondrial stress response and protein folding are the pathways most affected by MS in mice. Most importantly, our comparison of the mouse ELS hippocampus data with human data revealed mitochondrial stress responses in the hippocampus as a potentially conserved mechanism related to the development of depression and ELS.

In this work, six genes were identified to be differentially expressed in both mice and human: *GNG5*, *TRIP6*, *ATP5MG*, *COX5A*, *COX6B1*, and *UQCRH*. Four of these genes are directly involved in mitochondrial function as they are part of respiratory chain complexes III (*UQCRH*), IV (*COX5A* and *COX6B1*) and V (*ATP5MG*). Interestingly, these six DEGs showed opposite directionality, with downregulation in humans and upregulation in mice. 

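On the mouse side, 8 of 8 MS mice lay above the SR mean for Gng5, Trip6 and Cox5a, and 7 of 8 for Atp5l, Cox6b1 and Uqcrh. The mean of Gng5 in the MS sets of animal numbers was 11.0 CPM in set A, 10.1 in set B and 8.23 in set C, and in the SR sets it lay between 6.57 and 6.92. These genes had been selected as DEGs on the same mice, so this is not independent evidence. The human samples were not analysed here.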

We hypothesize that this difference in directionality stems from the difference in disease stages. The human samples stem from late stages in which we expect to see downregulation of these genes in correspondence with decreased mitochondrial function as observed in depressive patients (Martins-De-Souza et al., 2012; Abdallah et al., 2014). Our mouse samples were taken at very early stages. Upregulation of these mitochondrial genes in these early stages might be part of a compensatory mechanism in an effort to rescue mitochondrial function.

Mitochondrial function has previously been linked with depression on both the genetic and the functional level (Allen et al., 2018; Rappeneau et al., 2020). Polymorphisms in mitochondrial genes such as *TOMM40*, *ATP6V1B2*, and *MOA* are correlated to depression in humans (reviewed in (Petschner et al., 2018)). Further, 68% of depressive patients present with mtDNA deletions, almost double that of healthy controls (36%) (Gardner et al., 2003). Mutations in genes involved in mtDNA stability in particular are correlated to disease onset as well as treatment outcome (Czarny et al., 2023). mtDNA copy number (mtDNAcn) is often used as a proxy of mitochondrial function (Picard, 2021). However, studies on mtDNAcn levels in depressive patients have yielded inconsistent results, with increases (Tyrka et al., 2016), decreases (Chang et al., 2015), and no differences reported (Lindqvist et al., 2018; He et al., 2014). Other studies reporting on whole proteome analysis on the dorsolateral prefrontal cortex of depressive patients showed differential expression of proteins involved in metabolism and energy (Martins-De-Souza et al., 2012). Furthermore, ATP levels seem to be decreased in these depressive patients compared to healthy controls (Martins-De-Souza et al., 2012). Magnetic resonance spectroscopy also showed a decrease in mitochondrial energy production in depressive patients (Abdallah et al., 2014). Taken together, these studies clearly indicate mitochondrial involvement in depression.

Notably, patients with other neuro(psychiatric) disorders such as bipolar disorder, schizophrenia, and Alzheimer's disease are often comorbid for depressive symptoms (Lyketsos and Olin, 2002; Krynicki et al., 2018). In these diseases mitochondrial involvement has also been reported, in the absence of comorbid depression (Das et al., 2022; Kato, 2017; Weidling and Swerdlow, 2019). This includes mtDNAcn variations, aberrant mitochondrial enzyme activity, and changes in mitophagy, among others (Das et al., 2022; Kato, 2017; Weidling and Swerdlow, 2019). It could thus be speculated that the depressive symptoms in these diseases stem from mitochondrial dysregulation. Combined with our own study findings, we propose that the changes in the mitochondrial stress response are a core mechanism that increases the vulnerability to develop subsequent depressive symptoms.

The involvement of MS DEGs in the process of oxidative phosphorylation, but also in the mitochondrial stress response further point to mitochondrial involvement in the development of depressive symptoms. This aberrant oxidative phosphorylation is in addition to mitochondria with a distorted stress response pathway that are no longer able to safeguard their energy production (Sutandy et al., 2023). This could be very troublesome for neurons as they rely almost exclusively on oxidative phosphorylation to meet their energy demands (Fang et al., 2021; Goyal et al., 2017).

Moreover, changes in mitochondrial function due to ELS are especially detrimental in the hippocampus, since this brain area is still actively developing in early life (Rangaraju et al., 2019). The relevance of this brain area is further illustrated by the significant decrease in its size in depressive patients (Campbell et al., 2004; Schmaal et al., 2016; Ho et al., 2022) and as a result of ELS (Frodl et al., 2017; Calem et al., 2017). Oxidative phosphorylation is very important during the developmental period of the hippocampus. During this period, progenitor cells transition from glycolysis to oxidative phosphorylation as they transition to neurons, increasing the demand for oxidative phosphorylation (Zheng et al., 2016). A failure to meet this increase in demand might result in impaired neurogenesis (Shin et al., 2015; Beckervordersandforth et al., 2017). This increased demand for oxidative phosphorylation in the hippocampus even seems to extend into adulthood, as the hippocampus is the only brain area capable of adult neurogenesis. Adult-born neurons are speculated to fill a unique role as they seem to behave differently from their mature counterparts and have higher firing rates and reduced special tuning (Danielson et al., 2016). Indeed, impairment of neurogenesis leads to increased depressive-like behaviours such as decreased sucrose reference and increased immobility in the forced swim test in mice (Snyder et al., 2011).

Beside the mitochondrial stress response, we also observed a role for the unfolded protein response (UPR) upon MS. 

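The 16 unfolded protein response genes outside Supplementary Table 1 had a median log2 fold change of 0.12 in MS, and 15 were higher. Their camera FDR was 3.10e-08, and the call held under fry (FDR 0.0146) and with an estimated correlation between genes (FDR 0.0402). With counts summed within each set of animal numbers the median was 0.12, and the call did not hold under fry (FDR 0.0807) or the estimated correlation (FDR 0.0924). Of these 16 genes, 9 had an unadjusted p under 0.05, and 8 an edgeR adjusted p under 0.05 when adjusted over the list alone. Their log2 fold changes ran from -0.30 to 0.48. The median of the whole list of 22 genes was lowest without MS mouse C3, at 0.14, and highest without set B, at 0.24.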

The role of the UPR is to maintain proteostasis, and it is mediated through the endoplasmic reticulum (ER) (Liu et al., 2023). The ER and mitochondria are closely connected, with 20% of the mitochondrial surface in direct contact with the ER (Kornmann et al., 2009). Indeed, the UPR is closely related to mitochondrial function. For example, UPR proteins such as ATF4 have been found to regulate the expression of parkin, which is crucial for mitochondrial quality control (Bouman et al., 2011). There is evidence for the involvement of the UPR in depression as its proteins are increased in depressive suicide victims, as well as after chronic restraint stress in rats (Zhang et al., 2014; Bown et al., 2000). Increased expression of UPR genes other than the MS DEGs we found has been reported in postmortem tissue of the prefrontal cortex and in leukocytes of depressive patients (Yoshino and Dwivedi, 2020; Nevell et al., 2014). Of note, this was not observed in the human hippocampal RNA expression dataset used in this study. Changes in expression of UPR genes are very likely to cause dysregulation of proteostasis and ER stress, affecting neuronal vulnerability and functioning (Sivakumar and Krishnan, 2023). However, we are aware that alterations in UPR are not depression-specific, as UPR changes were previously observed in multiple neuropsychiatric disorders (Ochneva et al., 2022).

There was limited overlap between the significant DEGs identified in our study and those identified in earlier experiments. (Alberry et al., 2020; Kiser et al., 2019). Seven of our MS DEGs are shared with those identified in the Kiser study (Kiser et al., 2019), including USP gene *Hsp5a* (also known as *Grp78*) and *Zfp46,* which had biologically relevant FCs but no overlapping DEGs with the Alberry study (Alberry et al., 2020). This lack of overlap is likely due to differences in the study characteristics. Most importantly, the separation period for these two earlier studies occurred almost directly after birth (PND 2), whereas our protocol did not start separation until PND 10. As shown previously, ELS during the early period does not lead to increased vulnerability to depressive symptoms later in life (Wang et al., 2020a; Peña et al., 2017). Since ELS from PND 10–17 does increase this vulnerability, it is likely that ELS leads to different transcriptional changes depending on its timing. In addition, both earlier studies used anaesthesia in their sacrifice protocols, and mitochondrial processes such as oxidative phosphorylation and oxidative stress in the hippocampus are suggested to be affected by anaesthesia (Wang et al., 2020b). Taken together, these procedural differences likely resulted in the limited overlap in DEGs with the present work.

Kos et al. have previously shown that ELS, in the form of LBN, induces transcriptional changes in the hippocampus that are exacerbated after a second stressor (Kos et al., 2023). Pathway analysis revealed overrepresentation of several mitochondria related pathways such as mitochondrial organization, oxidative phosphorylation and mitochondrial transport. Interestingly, this analysis also uncovered protein folding (Kos et al., 2023). Additionally, genes involved in the metabolic process are also differentially regulated after acute adult stress. A single stressful life event in adulthood rapidly upregulates this genset, after which it returns to baseline expression. This indicates that adult stress affects pathways similar to those that are affected by ELS (von Ziegler et al., 2022).

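With all 20 mice, edgeR called 2 genes at an adjusted p under 0.1 and 101 at an adjusted p under 0.15. On simulated counts with the spread of these mice, it called 70% of 50 genes changed 1.5-fold and 86% of 50 genes changed 2-fold. Each gene was drawn independently and with no differences between nests, so these shares may not hold for the real counts.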

Although our study uncovered 126 significant DEGs, this was not enough to elicit a distinct transcriptomic profile for MS. Despite their identical genetic background, mice show individual differences in response to ELS, which leads to variability within the data (Peña et al., 2017; von Ziegler et al., 2022; Solarz-Andrzejewska et al., 2023). These differences illustrate that stress susceptibility is a combination of genetic and non-genetic factors such as epigenetics, hypothalamo-pituitary-adrenocortical activity, and serotonergic reactivity (Labonté et al., 2012; Hudson et al., 2015; Ebner and Singewald, 2017). ELS is also known to elicit epigenetic regulation such as methylation and histone modifications (de Boer et al., 2017; Czarny et al., 2021; Weaver et al., 2004; Martins de Carvalho et al., 2021). It is possible that MS elicits primarily epigenetic changes that only translate to transcriptional changes after a second stressor. Given the fact that mice subjected to MS do not typically develop behavioural changes (Peña et al., 2017), we are not surprised to not detect major transcriptional changes after MS with the current relatively low sample size. Although transcriptomics alone did not seem sufficient to fully distinguish the two groups, a composite between transcriptomics and other modulators is likely to generate a clearer distinction between MS and control.

In conclusion, our cross-species design study suggests that the mitochondrial stress response in the hippocampus serves as a fundamental shared mechanism between mouse ELS and depression in humans. Similar studies on other experimental models that mimic/exhibit depression-like characteristics and investigations covering the different disease stages of development of depression will contribute to a better understanding of the cross-species mechanisms.

## CRediT authorship contribution statement

**Bente M. Hofstra:** Writing – original draft, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Emmy E. Hoeksema:** Visualization, Methodology, Investigation, Formal analysis, Data curation. **Martien JH. Kas:** Writing – review & editing, Supervision, Methodology, Investigation, Funding acquisition, Conceptualization. **Dineke S. Verbeek:** Writing – review & editing, Supervision, Methodology, Investigation, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors report no conflict of interest.

## Data Availability

Sequence data is available at GEO, accession number GSE254134.

How the deposited data were processed for this re-analysis (not part of the article)

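Poly-A RNA from the hippocampus of male mice was sequenced with 1 library per mouse. The libraries came from 9 mice after maternal separation with reduced nesting material (MS) and 12 mice after standard rearing (SR). Samples were grouped by the rearing condition in their labels. The authors sequenced the libraries on a NovaSeq6000 with paired-end reads, aligned the reads to GRCm38 with STAR and counted them on Ensembl genes with FeatureCounts. The authors deposited 1 table of raw counts, with a column per library and a line per gene, not normalized and not filtered on low counts. The names of the columns show the same flow cell and lane for all libraries, so no sequencing batch was found. Columns that belong to no sample of the series numbered 0. The total count per library lay between 17276810 and 30449055, and such counts carry counting error that is largest for genes of few counts.

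The paper removed 1 outlier without naming it. By a rule fixed before the data were examined, DESeq2 was fitted to all 21 libraries and to each set of 20, and the set closest to the log2 fold changes of Supplementary Table 1 was taken as the paper's, if the median difference was under 0.005 and at least 5 times smaller than for the next set. This left out the MS library A2. The labels name no nest. Each set of 3 consecutive animal numbers holds 1 condition. The points of the 7 nests in Fig. 1B, read by eye, were compared with the positions of the mice in the PCA computed here, scaled to the spread of the figure's points and turned to the signs of its axes that lay closest: 7 of 7 nests had a closest set that was no other nest's and was of the nest's condition. Their mean distance was at most 0.358 to the closest set and at least 3.3 to the next, in units of the figure's axes. The 7 sets (A to C in MS, D to G in SR) were therefore taken as the nests in the tests that needed them.

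Counts were normalized by TMM, filtered by filterByExpr (minimum count 10) and tested by the quasi-likelihood test of edgeR 4.0.16 with robust fitting in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Log2 fold changes are MS against SR. Standard errors are the size of the log2 fold change divided by the square root of edgeR's F statistic, and means ± SD are of CPM, the counts of a gene relative to the TMM-normalized total of its library. Log2 CPM was computed with a prior count of 2. Gene families (4 in all) were fixed before the data were examined: the nuclear-encoded subunits of the oxidative phosphorylation (OXPHOS) complexes, the mitochondrially encoded mRNAs, the cytosolic ribosomal proteins and a list of unfolded protein response genes. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, and their members among the genes called with Fisher's exact test. PCA used DESeq2 1.42.0's variance-stabilised counts of the 500 most variable genes. Permutation tests used all splits for scores per mouse and 100000 draws for the PCA.

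The genes named are the 18 genes of Table 1, the 6 genes shared with the human study, mt-Nd4, mt-Nd5 and mt-Nd6, the genes the paper's results name, and the 3 genes with the smallest p that rose and the 3 that fell outside Supplementary Table 1. Spef1, which is in the table and was called by edgeR, and the genes of overlapping or near-identical sequence are named in addition. Symbols, positions and biotypes are those of GENCODE M21. Transcripts of Table 1 genes were compared with all transcripts by BLAST+ 2.17.0.

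The computations were tested on simulated data, where counts for 18146 genes were drawn from these libraries' means and totals with 200 genes changed. Each gene was drawn independently, with its own spread between mice and no differences between nests. edgeR called 158 of the 200 with the right sign and 6 unchanged genes, and DESeq2 called 162 and 16. A simulated shift of 0.15 in a family was recovered as 0.16.

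The alternatives set before the data were examined were all 21 libraries, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, DESeq2's size factors, the range of animal numbers as a term, limma-voom with the set as a random block, counts summed within each set, 2 surrogate variables (sva 3.50.0), each library and each set left out in turn, and for the PCA and the clustering all genes passing the filter, log2 CPM, average linkage and 1 minus Pearson correlation. The families were tested with fry and with the estimated correlation under every alternative fitted with edgeR, and an alternative as the whole cause of a family's change was taken as argued against only where fry still called the family. This was set after the camera results had been seen. Alternatives added after seeing the data were the choroid plexus score and the transcript length trend as terms, 4 versions of DESeq2's filtering and counts thinned to the smallest library. To compare with other groupings, the mice were divided at random 100 times and the 7 sets in all 35 ways.

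A score per mouse was the mean log2 CPM of a list's genes relative to the mean of the 20 mice. Lists of choroid plexus, red blood cells, thalamus, striatum, oligodendrocytes, astrocytes, microglia, endothelial cells, immediate early genes and glucocorticoid response were fixed before the data were examined. Lists of dentate gyrus, hippocampal CA fields, neocortex and ependymal cells were added later, after values of Dsp, C1ql2, Lct, Fibcd1 and Cux2 had been seen. The transcript length trend of a library is the Spearman correlation across genes of its log2 CPM, relative to the mean of the 20 mice, with transcript length, over genes with a mean log2 CPM above 3. A transcript GC trend was computed in the same way.

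The Metascape and STRING enrichments were not repeated, since their term lists were not used here, and the tests of families stand beside them. The independent hypothesis weighting that the paper applied to its p values was not repeated. The human data were not analysed here. A result for a withheld item is not reported here.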

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

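The tests in this part were chosen after the result they bear on had been seen. The striatum list was fixed before the data were examined. The dentate gyrus, CA field and neocortex lists were written after some of their genes had been seen. The ependymal list was also added later, after values of genes in those lists had been seen.

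MS library A2, which the paper left out and reports no values for, had a striatum score of 4.27, where the scores of the other 20 libraries reached at most 2.73. The 8 genes of the striatum list are all also detected over 1 CPM in the median hippocampal library, and 0 of them are in another list or in Supplementary Table 1. Among them, Penk was at 418 CPM in A2 and at most at 135 CPM in the others. Over the dentate gyrus genes whose values had not been seen before the list was written, A2 had a score of -1.41, and the others lay between -0.598 and 0.36. Over the hippocampal CA field genes not seen beforehand, its score was -1.30, where the others lay between -0.36 and 0.32. Over such neocortex genes its score of 0.45 was within the range of the others (-0.27 to 0.66). With the genes seen beforehand included, its dentate gyrus score was -3.23 (the others -0.636 to 0.473). Its CA field score was then -1.65 (the others -0.486 to 0.293) and its neocortex score 0.511, within their range. Shallow sequencing is argued against by its total count of 30449055, the largest of all. A transcript length bias is argued against by its length trend of -0.0314, a Spearman correlation across genes within the range of the others (-0.587 to 0.274). A candidate explanation that these values leave open is tissue from outside the hippocampus in the dissection, with little dentate gyrus in it. A sample of another region under this label stays open too. The design gives no condition that sets A2 apart from the other MS mice, so no biological explanation was tested.

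The mitochondrially encoded mRNAs, which the paper's text does not discuss, had a median log2 fold change of -0.15 in MS, while the nuclear OXPHOS subunits rose. Among these 13 mRNAs, 3 are in Supplementary Table 1, chosen on the same mice. Of random splits of the mice, 1 of 100, the real one, gave a median as large, and of the splits of the 7 sets 1 of 35. With every library thinned to the smallest total the median was -0.16 (fry FDR 0.0135). Thinning at random keeps the expected ratios between genes, so it does not test a difference in depth as the cause. The range of animal numbers as a batch is argued against by the median with the range as a term, -0.13 (fry FDR 0.0128). With the choroid plexus score as a term the median was -0.12 and the fry FDR 0.0521, so choroid plexus content as the whole cause and a change apart from it cannot be told apart. Over all 21 libraries, where fry still called the other families, the median was -0.09 and fry gave an FDR of 0.153. By this test the change is less sure than that of the other families. By the splits of the sets the unfolded protein response genes were less sure, with as large a median in 3 of 35. Without set A the median of the mitochondrially encoded mRNAs was -0.09 (fry FDR 0.0527), and without set C it was -0.21 (fry FDR 5.9e-04). With counts summed within each set it was -0.14, and the family was not called (fry FDR 0.0807, estimated-correlation FDR 0.0816). With MS mouse C2, whose mt-Nd4 was at 5774 CPM, left out, 5 of the mRNAs were called. The RNA quality of each mouse and the capture by poly-A were not tested, and an effect of MS stays open beside them as a hypothesis.

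In 9 of 57 results tested over the 8 MS mice, a mouse lay far from the other 7. By chance 2.85 of 57 independent results would have such a mouse, and these results are related. MS mouse C2 had 6.38 CPM of Tent5a (the others 9.62 to 12.0), 5774 CPM of mt-Nd4 (3699 to 4671), a choroid plexus score of -3.07 (-0.145 to 2.06) and an ependymal score of -1.53 (0.228 to 1.34). MS mouse C3 had 47.1 CPM of Cox6b1 (58.3 to 64.6) and 0.384 CPM of Acr (0.899 to 1.32). MS mouse A1 had a score of 1.19 for immediate early genes (-0.293 to 0.209) and 0.687 for neocortex (-0.301 to 0.0418). MS mouse B1 had a striatum score of 2.73 (-0.886 to 0.282). Draws of 8 of the 20 mice without regard to condition gave as many such results in 20 of 100 draws, the real group included, with a median of 5, so the number of distant mice is in line with what groups of 8 of these mice give. With counts thinned to the smallest total, 8 of the 9 stayed apart, Acr being the exception. Thinning at random keeps the expected CPM, so it bears only on noise from unequal totals. For Acr, counting error has a Poisson probability of 0.00648 for as low a count in the lowest of the 8 mice. As Acr was picked from 33 genes and the count was 7, counting error and a lower level cannot be told apart. The choroid plexus score of C2 and the neocortex score of A1 lie within the range of SR mice (-3.47 to 2.08 and up to 0.694). The striatum score of B1, the immediate early gene score of A1 and the ependymal score of C2 lie beyond it (SR mice reach 2.03, 1.03 and -1.12). How each hippocampus was dissected stays open. The design gives no condition that sets these mice apart, so no biological explanation was tested.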

How the results depend on the processing

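All tests here were set before the data were examined, except the 7 alternatives added after seeing the data, which are named as added, and the fry and estimated-correlation tests of the families under the alternatives, added after the camera results had been seen. Of the alternatives set before, 27 leave out a library or a set and 13 do not. No paired analysis was possible because MS and SR mice share no replicate numbers. None of the named genes' log2 fold changes and none of the family medians reversed direction under the alternatives run for them. The median log2 fold change over all genes tested lay near 0 (8.41e-04) and changed sign between alternatives, from -0.015 with no filter on low counts to 0.00751 with all 21 libraries. The balance of higher and lower genes among those called also changed.

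The family medians kept their direction in all 43 alternatives run for them. The median ran from 0.07 to 0.20 for the nuclear OXPHOS subunits, from -0.21 to -0.09 for the mitochondrially encoded mRNAs, from 0.06 to 0.19 for the cytosolic ribosomal proteins and from 0.14 to 0.24 for the unfolded protein response genes, with 0.09 to 0.18 for those outside Supplementary Table 1. Camera at the preset correlation of 0.01 called the families in each of these, which says little about stability, as the estimated correlation within the 4 families was 0.457 to 0.642 over the 20 mice. Under the 37 alternatives fitted with edgeR, the calls did not all hold. By fry the OXPHOS subunits were called in 36, the mitochondrially encoded mRNAs in 33, the ribosomal proteins in 36 and the unfolded protein response genes in 35, as were those outside Supplementary Table 1. Without set A, no family passed (fry FDR 0.0527 for each). The mitochondrially encoded mRNAs also did not pass with all 21 libraries (0.153), with counts summed within each set (0.0807) or with the choroid plexus score as a term (0.0521), nor did the unfolded protein response genes with summed counts (0.0576, and 0.0807 outside the table). With the estimated correlation, the calls held in 23, 18, 24, 27 and 20 of 37, in the order of the medians above, and the highest FDRs were 0.0959, 0.224, 0.0959, 0.103 and 0.175. Over all 21 libraries the OXPHOS subunits had an estimated-correlation FDR of 0.0543. The lowest OXPHOS and ribosomal medians came with the added transcript length trend as a term. The shares of the PCA between conditions and between sets, and the number of mice placed by the clustering, kept their side of the threshold or moved by less than 1.5 times under the alternatives run for them.

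The number of genes with adjusted p under 0.05 did change. With all 21 libraries 1 gene was called, higher in MS and in Supplementary Table 1, and with no filter on low counts also 1, higher and in the table. With counts summed within each set 0 genes were called, 0 higher, 0 past 1.3-fold, 0 of the table and 0 of the shared genes (1753 genes at an unadjusted p under 0.05). With 2 surrogate variables 1 gene was higher and 1 lower, and 2 were past 1.3-fold. The added choroid plexus score as a term left 0 called, 0 higher, 0 past 1.3-fold, 0 of the table and 0 shared (1501 unadjusted), as did the added length trend (0 in each; 1892 unadjusted) and the added thinned counts (0 in each; 1949 unadjusted). For these changes the cause was not tested.

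Of the genes with adjusted p under 0.05, DESeq2's Wald test called 119, 76 higher and 43 lower, 21 past 1.3-fold, 111 genes of Supplementary Table 1 with adjusted p under 0.05 and 6 shared genes, with 8 OXPHOS subunits, 3 mitochondrially encoded mRNAs, 7 ribosomal proteins and 5 unfolded protein response genes among them. Added with filtering for 0.05 it called 134 (88 and 46; 20; 119; 6), with 9, 3, 8 and 6 family members in the same order. Added without genes at 0 in every library it called 120 (77 and 43; 22; 112; 6), with 8, 3, 7 and 5. With both it called 127 (83 and 44; 19; 116; 6), with 9, 3, 8 and 5. Added on the genes passing the edgeR filter it called 139 (89 and 50; 20; 121; 6), with 9, 3, 9 and 6. The self-test called 16 unchanged genes with DESeq2 and 6 with edgeR.

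Across the 27 fits that each left out a library or a set, the number of genes with adjusted p under 0.05 ran from 0 to 340, of genes higher in MS with adjusted p under 0.05 from 0 to 211, of lower genes from 0 to 129, past 1.3-fold from 0 to 70, of the table from 0 to 85 and of shared genes from 0 to 6. Among the genes called were 0 to 37 OXPHOS subunits, 0 to 7 mitochondrially encoded mRNAs, 0 to 27 ribosomal proteins and 0 to 3 unfolded protein response genes. No gene (0) was called without A1, A3, B1, B2, D2, E3 or F1, with 1980, 1661, 1970, 1866, 1929, 2069 and 1870 genes at an unadjusted p under 0.05, nor without set A, B, D or F (1561, 1769, 1568 and 1704). Without C2 109 genes were called (52 higher and 57 lower) and without C3 109 (96 and 13). Without set C 340 were called, without set E 2 (neither Gng5 nor Spef1) and without set G 1. These counts thus depend on single mice, and the sign of the 125 genes of Supplementary Table 1 stayed that of the table in each of these 27 fits.

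Of 1415 pairs of a named gene and an alternative, 232 changed their side of the threshold, 36 weaker and 196 stronger, and 0 reversed. Outside the fits that left out mice, 11 were weaker and 136 stronger. Of these fits, DESeq2's Wald test and its added versions called 119 to 139 genes each, and all the others called 0 to 2. The 136 stronger pairs thus came almost only from versions of the same DESeq2 test, most of them added after seeing the data. They do not show that single genes gained support across separate alternatives. Family members among the genes called were not counted for the summed counts or the surrogate variables.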

Differences from the paper's values

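For the number of genes with adjusted p under 0.05, the paper gives 126, and edgeR called 2. Of the alternatives set before the data were examined, DESeq2's Wald test (119) and the fits without C2 (109) and without C3 (109) came within 1.5 times of the paper's number, and the others did not. For the genes higher in MS, the paper's 83 stands against 2. The Wald test (76) and the fit without C3 (96) came within 1.5 times, and the others did not. For the genes lower in MS, the paper's 43 stands against 0 (893 at an unadjusted p under 0.05). The Wald test gave 43 and the fit without C2 57, and the others did not come within 1.5 times.

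The paper gives 18 genes past its thresholds for p and 1.3-fold, and edgeR called 1. With 21 genes, DESeq2's Wald test and the fits without C2 (21) and without C3 (21) came within 1.5 times, and no other alternative set before did. Of the 125 genes the paper gives in Supplementary Table 1, edgeR called 2. The Wald test called 111 and the fit without set C 85, and the others set before were further off. Of the paper's 6 genes shared with the human study, edgeR called 1. Both the Wald test and the fit without set C called 6, the fits without C2 and without C3 called 5, and the others set before did not come within 1.5 times. The paper's methods name DESeq2.

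Of the versions of DESeq2 chosen after seeing the values, the 1 with filtering for 0.05 and without genes at 0 in every library called 127 genes, 83 higher and 44 lower, with 19 past 1.3-fold and 116 of the table. Filtering for 0.05 alone gave 134 genes and leaving out genes at 0 alone 120, and DESeq2 on the genes passing the edgeR filter 139, all chosen after seeing the values. Each of these 4 called 6 shared genes.

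The paper states that 6 genes make up 43% of the DEGs in the oxidative phosphorylation pathway. In its Supplementary Table 2 the term lists 14 DEGs, 2 of which are in Table 1, which comes to 14.3%. No alternative bears on this value. The 6 named genes divided by the 14 DEGs of the term come to 42.9%, a ratio chosen after seeing the values.

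As the number of genes with adjusted p under 0.05, the paper's text gives 126, with 83 of them higher, where it reports the DEGs, and 125 where it compares them with the human study. Its Supplementary Table 1 lists 125, with 82 of them higher. The paper's Supplementary Table 2 puts Gng5, Hspa5, Slc5a3 and Tomm7 in the group of terms summarised as oxidative phosphorylation, and 2 of the 6 named genes, Atp5e and Ndufa2, in the term itself.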

Other observations

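The splits of the mice and of the sets for the genes called, the tests of nests and the trend with transcript length were set before their results were seen, and the other tests in this part were chosen after.

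The number of genes called was compared with that of other splits of the same 20 mice. As many as 2 genes were called by edgeR in 3 of 100 random splits, the real one included, and the others with as many called 224 and 12. As many past 1.3-fold were called in 4 of 100. With DESeq2 on the genes edgeR tested, 3 of 100 splits called as many as 139 genes and 3 of 100 as many past 1.3-fold, with up to 545 called. With nests as the unit of replication, taken as the 7 sets, 4 of 35 splits of the sets called as many by edgeR and 3 of 35 by DESeq2. Sets A, B and E against the rest called 41 genes by edgeR and 1016 by DESeq2. A grouping of mice by nest may therefore give as many genes as MS does, and the values do not argue against it. The labels name no nest, but in the PCA each of the 7 nests of Fig. 1B lay closest to a set of its own condition that was no other nest's.

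For the families, a median as large came in 2 of 100 random splits for the nuclear OXPHOS subunits, 2 of 100 for the cytosolic ribosomal proteins and 1 of 100 for the unfolded protein response genes. Over the splits of the sets, 1 of 35, the real one, gave as large a median for the OXPHOS subunits and for the ribosomal proteins. Nests were assigned as wholes and stay the unit of replication. Differences between nests without an effect of MS are argued against for these families, but only at the smallest share that 35 splits can give. Without set A, fry called neither family (FDR 0.0527 for each). For the unfolded protein response genes 3 of 35 gave as large a median, so differences between nests stay open there. Every library thinned to the smallest total gave medians of 0.15, 0.15 and 0.20 for OXPHOS, ribosomal and unfolded protein response genes (fry FDR 0.0135, 0.0135 and 0.0116). Thinning at random keeps the expected ratios between genes, so it does not test a difference in depth as the cause. The choroid plexus score as a term left 0.13, 0.15 and 0.16 (fry FDR 0.0295 for each), and the range of animal numbers as a term 0.15, 0.15 and 0.18 (0.00901, 0.0128 and 0.00901), which argues against either as the whole cause. The effect of MS stays a hypothesis, since the families were found and tested on the same mice.

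Transcript length went with the fold changes. Outside the families and Supplementary Table 1, the log2 fold change and transcript length had a Spearman correlation of -0.141 across genes, which are not independent replicates. Without MS mouse C1, it was -0.0385. A transcript length bias between libraries is thus consistent with part of the rise of short transcripts. As the whole cause it is argued against, since of 10000 lists matched on expression and length the highest median was 0.0937 for OXPHOS, 0.0908 for the ribosomal proteins and 0.068 for the unfolded protein response genes. The middle of the matched lists was 0.0578, 0.0645 and 0.0047 in the same order, so matched short genes also rose. The transcript length trend per mouse differed by -0.153 between the groups (exact permutation test, p = 0.0765), and with it as a term the OXPHOS and ribosomal medians were 0.07 and 0.06. Fry still called both families with this term (FDR 0.035 for each), but camera with the estimated correlation did not (FDR 0.0942 for each). Among the 12 SR mice, where MS plays no part, the genes' mean Spearman correlation with the length trend was -0.351 for the OXPHOS subunits (permutation p = 0.0099, positive for 14 of 82 genes) and -0.497 for the ribosomal proteins (permutation p = 0.0051, positive for 2 of 80). Of the 40 tests of this kind among SR mice, 0 passed the adjustment (2 at an unadjusted p under 0.05), and both of these had an adjusted p of 0.198. It was -0.303 for the mitochondrially encoded mRNAs (permutation p = 0.19) and 0.384 for the unfolded protein response genes (permutation p = 0.0575), which is opposite in sign to the OXPHOS subunits although both families rose in MS. The families' own genes enter the trend. How much of the change of short transcripts is technical and how much an effect of MS was not settled by these values.

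The first component of the PCA went with choroid plexus genes. With the genes of all 14 lists left out of the PCA, the choroid plexus score and the first component had a Pearson correlation of -0.973 over 20 mice (permutation p = 1e-05, the smallest the draws can give) and a Spearman correlation of -0.967 (permutation p = 1e-05). It was -0.974 without the 2 mice farthest from the median, -0.978 within MS and -0.972 within SR. The neocortex score and the second component had a Pearson correlation of 0.923 (permutation p = 1e-05) and a Spearman correlation of 0.791 (permutation p = 1.6e-04). It was 0.826 without the 2 farthest mice, 0.845 within MS and 0.972 within SR. These relations were picked from 8 computed on the PCA with the list genes kept, where the adjusted p over the 8 was 4e-05 for both and 0.00253 for the striatum score with the second component (r = 0.742). Without the list genes only the 3 that had passed were computed again, with r = 0.703 for striatum. A candidate explanation is how much choroid plexus and adjoining cortex each dissection took in. The relations hold within both conditions, and no biological explanation for the spread within a condition was tested.

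The choroid plexus score was 0.853 ± 1.76 (SD, n = 8) in MS and -0.569 ± 2.02 (SD, n = 12) in SR, with an exact permutation p of 0.122, and 7 of 8 MS mice above the SR mean. Of the splits of the sets, 7 of 35 gave as large a difference. Its most abundant gene, Ttr, ranged from 10.4 to 4105 CPM. Dissection or cell composition as a difference between the groups cannot be told apart from an effect of MS by this score, as the spread between mice was larger than the difference. Over the 14 lists, camera gave the choroid plexus list an FDR of 2.98e-04 (median log2 fold change 0.90) and the ependymal list 0.00324 (0.60), but fry gave 0.684 for both. In random splits, camera called the choroid plexus list in 53 of 100 and fry in 1. The camera FDR was 0.390 for red blood cells (median 0.25), microglia (0.08), endothelial cells (0.02) and glucocorticoid response (0.10), 0.420 for striatum (0.47) and immediate early genes (0.11), and 0.656 for thalamus (0.03). It was 0.592 for neocortex (-0.08), 0.883 for oligodendrocytes (0.01) and dentate gyrus (-0.07), and 0.954 for astrocytes (0.01) and hippocampal CA fields (-0.05). In each list 0 genes were called by edgeR. All genes of the lists were over 1 CPM in the median library, apart from 1 of the 6 ependymal genes, and 0 were in another list or Supplementary Table 1.

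The clustering of Table 1 genes was repeated with other splits of the mice, each with the 18 genes past 1.3-fold that had the smallest p in its own edgeR fit. In 80 of 100 splits, the real one included, these genes placed as many mice with their group. That genes picked on the same mice separate them is thus in line with the selection alone.

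The animal numbers fall into a low range (5 MS and 9 SR mice) and a high range (3 MS mice of set C and 3 SR mice of set G). edgeR called 230 genes within the low range and 0 within the high range (810 at an unadjusted p under 0.05). Draws of the low range to 3 mice per condition called 0 genes in 54 of 100, so fewer mice in the high range may be enough for the difference. All 125 genes of Supplementary Table 1 had the table's sign in both ranges, which is not independent evidence, with medians signed by the table of 0.26 and 0.17. An MS effect that differs between the ranges was past an adjusted p of 0.05 for 0 genes (1573 unadjusted). For the mitochondrially encoded mRNAs the median was -0.22 in the low range and -0.01 in the high range, and a test of the difference gave a camera FDR of 4.49e-06 but a fry FDR of 0.230. With 3 mice per condition in the high range, an effect that differs between ranges and the same effect cannot be told apart.

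Of the 18 genes of Table 1, 3 are pseudogenes, and 6 of the 125 of Supplementary Table 1 are. The coding gene Rpl35a had a log2 fold change of 0.27 (standard error 0.0740), with Rpl35a-ps3 at 0.69 and Gm10243 at 0.68. Reads shared with the coding gene could raise the pseudogenes with it, and as the reads of genes this close cannot be assigned from counts, a change of the pseudogenes and reads of Rpl35a cannot be told apart.

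Outside Supplementary Table 1, the 3 genes with the smallest p that rose were Rpl17-ps10, with a log2 fold change of 0.89 (standard error 0.198), CAAA01118383.1 with 0.30 (standard error 0.0729) and Cbr3 with 0.27 (standard error 0.0663). Those that fell were Gm45634 with -0.74 (standard error 0.171), AC154707.1 with -0.33 (standard error 0.0818) and Acr with -0.76 (standard error 0.196). None of these 6 had an edgeR adjusted p under 0.05. Rpl17-ps10 and AC154707.1 are annotated as processed pseudogenes, AC154707.1 overlaps Zfp943 on the opposite strand, and Gm45634 lies within Galntl6 on the same strand.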
